A study of Rattus norvegicus with 72 samples. Its data were reported in "Identification of a Gene Signature Predicting (Nano)Particle-Induced Adverse Lung Outcome in Rats" (2023).

How the data were processed

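Gene expression was measured in the accessory lung lobe of female Sprague Dawley rats, 13 weeks old at the start, after nose-only inhalation of Printex-90 (P90), a carbon black nanoparticle. Per the labels, exposure lasted 6 hours a day on 5 days a week for 4 weeks at a low (5 mg/m3), medium (15 mg/m3) or high dose (50 mg/m3), and controls breathed filtered air. By the study's methods, only the high dose group breathed particles for the full 6 hours. The medium and low groups breathed the same 50 mg/m3 aerosol for shorter times each day and filtered air for the rest. Their 15 and 5 mg/m3 are equivalents of a 6-hour exposure, so the doses are named low, medium and high here. Lungs were collected 3, 30 and 180 days after the end of exposure. The 12 groups of dose and day held 6 arrays each, 72 in all, and group and replicate number were taken from the labels.

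The authors labelled 100 ng of total RNA per sample with a single dye (Cy3), hybridised it to Agilent rat arrays and read the scans with Agilent Feature Extraction 12.0.1.1, as named in the submitters' processing notes. The deposited values are on a log2 scale, with every probe centred on its median over the 72 arrays. This was read from the values: the largest row median was 4.77e-07 in size. The base of the logarithm is not given in the sources used here. Base 2 was inferred because the largest value, 16.4, exceeds 13.9, the natural log of the largest 20-bit signal. The study's methods describe probe filtering, quantile normalisation and batch correction for its own tests. Which of these steps, if any, preceded the centring of this table is not given in the sources used here. The columns as deposited do not have the equal distributions of quantile normalised arrays, since sorted columns differed by up to 5.53, and no batch correction was made here because the labels name no batch. Array medians lay between -0.22 and 0.28 and the 99th percentiles between 0.88 and 4.96. Because of the centring no probe has a level, so no dim probe could be removed, and differences of a dim probe carry the background of its array.

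The table held 45738 rows, of which 140 were array controls and 45598 were tested. The tables used here do not pair the probes with genes, so the unit of every count is the probe and several probes can belong to 1 gene. The 35 gene lists and the study's signature, fixed before the data were examined, could therefore not be tested, and the rule for named genes, which needs a symbol, was reduced to the 2 largest increases and the 2 largest decreases at the high dose on day 3 among called probes whose 6 exposed arrays all lay on 1 side of the control mean.

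The deposited log2 values were used as they stand. Quantile normalisation between arrays had been planned as the main scaling. It was replaced after the value table had been examined, because the table is centred by probe and such a step would force the deviations of quiet and disturbed arrays to 1 distribution and so change every fold. The planned scaling was kept as an alternative. A linear model with 1 mean per group was fitted over all 72 arrays with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes), so that all groups shared 1 estimate of the spread per probe. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 within the comparison and a fold change of at least 2. Exposed groups were compared with controls of the same day, the high dose response was compared between days by an interaction term, the high dose was compared with the medium dose, and controls of day 180 with controls of day 3.

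Response scores were computed per array as the mean log2 value over a set of probes called at the high dose on another day, so that the group means of the tested day had no part in the choice. Its arrays entered the shared spread of the fit that called the probes, and sets called on the 24 arrays of the other day alone were added as an alternative. Days 3 and 180 were scored with the sets of day 30, and day 30 with the sets of day 3. Groups were compared by 2-sided exact permutation tests over all splits of 6 against 6 arrays, which cannot give a p below 0.00216, with Benjamini-Hochberg adjustment over the 18 tests. The change from day 3 to day 180 was tested by 100000 permutations of the residuals of the additive model, adjusted over 8 tests. Intervals for the percent of the response kept came from 10000 bootstrap draws of arrays within groups. The scores were added after the data had been examined.

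The background of each array was traced by the mean of its negative control and dark corner rows. A permutation test of its difference over the 12 groups did not pass (p = 0.839, 9999 permutations). A probe was said to follow the background at a within-group correlation above 0.7 and a slope above 0.5, which held for 5023 probes. Simulated data were made in 5 runs by shuffling the arrays' residuals and planting known changes among 45598 probes. For the high dose against control on day 3, 71.2% of planted log2 changes of 2 and 23.6% of those of 1 were called, with 1.4 false calls per run. For the interaction of day 180 with day 3, 48.8% of changes of 2 and 16.4% of changes of 1 were called, with 1.8 false calls per run. The shuffling mixed arrays of all days, so these false calls do not measure structure among the arrays of a day. They arose beside planted changes, whose calls loosen the adjusted threshold, so they are not rates for data without changes. Random splits of the real arrays, given below, called up to 411 probes in the first comparison, though they also mix exposed and control arrays. Planted changes of 1 lie at the fold threshold, so part of them miss a call at any precision. The number of arrays limits the precision. No 2 arrays of a group correlated above 0.554, so none was taken for a repeat of another.

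Alternatives were median and 75th percentile centring, array weights, a fit on the compared groups alone, the replicate number as a block, the threshold on adjusted p alone and leaving out each array, all chosen before the data were examined. Quantile normalisation of the centred values (moved from the main scaling), the background as a covariate and leaving out probes that follow the background were taken as alternatives later. Figures were drawn with matplotlib.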

Results

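Lung expression profiles were obtained from 72 rats, with 6 arrays for each of 12 groups formed by 4 exposure levels (filtered air and low, medium or high P90) and 3 post-exposure times (days 3, 30 and 180). P90 is a carbon black made of nanometre-sized primary particles. The comparisons ask how lung expression changed with the inhaled dose and how long the change lasted. Values are log2 differences from each probe's median over all arrays, so only differences between groups carry meaning. The tables used here do not pair the probes with genes.

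Inhalation of the high dose changed lung expression at all 3 post-exposure times, and most probes that changed by at least 2-fold rose. On day 3, 874 probes were higher and 285 lower than in same-day controls. On day 30, 792 were higher and 277 lower. On day 180, 521 were higher and 122 lower. The median called increase was 2.81-fold on day 3, 2.88-fold on day 30 and 2.75-fold on day 180, and 218, 228 and 124 probes rose by at least 4-fold (log2 of 2). Calls are limma tests at an adjusted p under 0.05 and a fold of at least 2. Without the fold threshold the split was near even on days 3 and 30, with 2245 of 4376 and 2136 of 4248 probes higher, and 1421 of 2003 were higher on day 180. With each array centred on its 75th percentile the split was 652 higher and 379 lower on day 3 and 863 higher and 132 lower on day 30. When only the arrays of the compared groups were fitted, the day 180 count fell from 643 to 309.

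**Figure D1:**
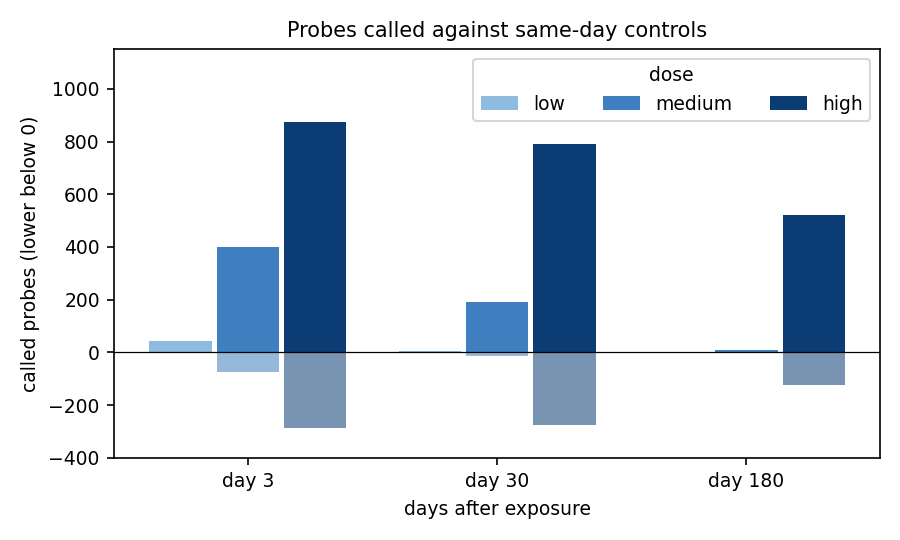
Number of probes called against same-day controls (vertical axis; higher above 0, lower below 0 in a lighter shade) by days after exposure (horizontal axis) for the low, medium and high dose, each bar from 6 exposed and 6 control arrays. The high dose bars for higher probes read 874, 792 and 521, and the medium dose bars 399, 192 and 9.

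The largest increase on day 3 was at probe A_44_P491796, which rose by 7.70 on the log2 scale (SE 0.44), 208-fold, at the high dose. On the same day it rose by 5.43 at the medium and by 2.61 at the low dose. Its high dose increase was 7.15 on day 30 and 6.71 on day 180 (limma adjusted p = 3.25e-21, 6.27e-20 and 1.77e-18 on days 3, 30 and 180). At the medium dose it was still 2.74 higher on day 180, and at the low dose the difference of 1.44 did not pass the test then (adjusted p = 0.934). Probe A_44_P1092129 rose by 5.71 on day 3, 6.48 on day 30 and 6.63 on day 180 at the high dose (SE 0.41 each), against 4.19, 5.20 and 2.68 at the medium dose.

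The high dose difference of probe A_44_P829197 was -4.52 (SE 0.49) on day 3, -3.95 on day 30 and -2.12 on day 180. The last of these had an adjusted p of 0.003 and did not pass with array weights (adjusted p = 0.0905) or with the 2 groups fitted alone (adjusted p = 0.382). For probe A_44_P1127404 the high dose differences were -4.18 (SE 0.47), -3.96 and -2.87 on days 3, 30 and 180, each past the test. At the medium dose on day 180 neither passed the test, with differences of -0.62 and -0.57.

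The medium dose changed fewer probes than the high dose and its count was lower at each later time. It gave 399 higher and 76 lower probes on day 3, 192 higher and 13 lower on day 30 and 9 higher with 0 lower on day 180. On day 180, 4050 probes had an unadjusted limma p under 0.05, where 2280 are expected by chance. That number was 2351 with quantile normalisation, 2368 with array weights and 1485 with only the 2 groups fitted. It was 3521 to 4424 with the centrings, the replicate block and the background settings. Of the 399 higher probes of day 3, 345 were also called higher at the high dose on day 30, with separate arrays on both sides, where 6.93 would be expected of independent lists. Of the 9 probes of day 180, 7 were called higher at the high dose on day 30. Quantile normalisation gave 917 probes on day 3 and 0 on day 180, and array weights gave 739 and 2. On day 30 the total of 205 became 69 with only the compared groups fitted and 357 with array weights. Leaving out single arrays gave 5 to 24 probes on day 180.

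At the low dose, 44 probes were higher on day 3 and 5 on day 30, and 0 were called on day 180, when 1715 probes had an unadjusted limma p under 0.05. No probe was called lower at any time. All 44 probes of day 3 were also called higher at the high dose on day 30, against 0.764 expected, and all 5 of day 30 were called higher at the high dose on day 3. The day 3 count was 23 with 75th percentile centring and 82 with array weights. The day 30 count was 0 with quantile normalisation and with the 2 groups fitted alone.

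The high dose response was shared between the post-exposure times. In the same direction on all 3 days, 377 probes were called higher and 55 lower, where independent lists would share 0.173 and 0.00463, and 0 probes were called in opposite directions. Of the probes called higher on day 30, 99.7% had a positive difference on day 3 and 99.1% on day 180, with medians of 1.45 and 1.16. Of those called lower on day 30, 88.8% were negative on day 3 and 89.5% on day 180. Fold changes over all probes correlated at 0.541 between days 3 and 30, 0.437 between days 3 and 180 and 0.459 between days 30 and 180, a correlation across probes, which are not independent replicates. No control array was shared between days. With only the compared groups fitted, 245 probes were called on all 3 days in place of 432.

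Few probes were called for a difference of the high dose response between days. The interaction test of limma called 0 probes for day 30 against day 3 (1087 at an unadjusted p under 0.05), 1 for day 180 against day 3 (1953) and 0 for day 180 against day 30 (2006). The single probe was 1.02 higher than in controls on day 180 (SE 0.14) and -0.26 on day 3. It was not called when only the compared groups were fitted. Simulated data gave 1.8 false calls per run for this interaction, but beside planted changes, so this is no rate for a lone call. In simulated data the interaction of day 180 with day 3 recovered 48.8% of planted log2 changes of 2 and 16.4% of those of 1, so the low counts do not show that the response was stable. Probe A_44_P829197, at -4.52 on day 3 and -2.12 on day 180, was not called.

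Response scores, the mean log2 value per array over probes called at the high dose on another day, rose with dose on day 3. With the 792 probes called higher on day 30, the day 3 score was -0.69 ± 0.08 (SD, n = 6) in controls, -0.11 ± 0.09 at the low dose, 0.46 ± 0.18 at the medium dose and 0.91 ± 0.14 at the high dose. Each exposed group lay above the controls with no overlap (exact permutation p = 0.00216, the smallest possible; adjusted p = 0.00325). In this set 84.6% of probes had group means in the order control, low, medium, high, where 16.7% would be given by chance if the high dose always ranked last and the other groups had no order. On day 30 the order held for 74.1% and on day 180 for 44.2% of the higher probes, and for 50.5%, 46.7% and 34.3% of the lower probes on days 3, 30 and 180. The 277 probes called lower on day 30 had differences from controls of -0.26, -0.66 and -0.96 at the low, medium and high dose (exact permutation adjusted p = 0.00899, 0.00325 and 0.00325).

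On day 30, scored with the 874 probes called higher on day 3, the difference from controls was 0.23 ± 0.07 (SE) at the low, 0.84 ± 0.08 at the medium and 1.49 ± 0.06 at the high dose (exact permutation adjusted p = 0.0167, 0.00325 and 0.00325). The low dose arrays overlapped the controls. For the 285 lower probes the differences were -0.11, -0.52 and -1.03, and that of the low dose did not pass (exact permutation adjusted p = 0.222).

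On day 180, the difference from controls in the higher set was 0.09 ± 0.05 (SE) at the low, 0.39 ± 0.06 at the medium and 1.34 ± 0.10 at the high dose (exact permutation adjusted p = 0.139, 0.00325 and 0.00325). The medium dose difference did not pass after quantile normalisation (0.18, exact permutation adjusted p = 0.203) or 75th percentile centring (0.24, adjusted p = 0.312). In the lower set the high dose differed from controls by -0.87 (exact permutation adjusted p = 0.00325), and the medium dose by -0.21, which did not pass (exact permutation adjusted p = 0.109) but did with quantile normalisation (-0.32, adjusted p = 0.015), median centring (-0.34, adjusted p = 0.0195), 75th percentile centring (-0.56, adjusted p = 0.0195) and probes called at the medium dose (-0.52, adjusted p = 0.013).

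**Figure D2:**
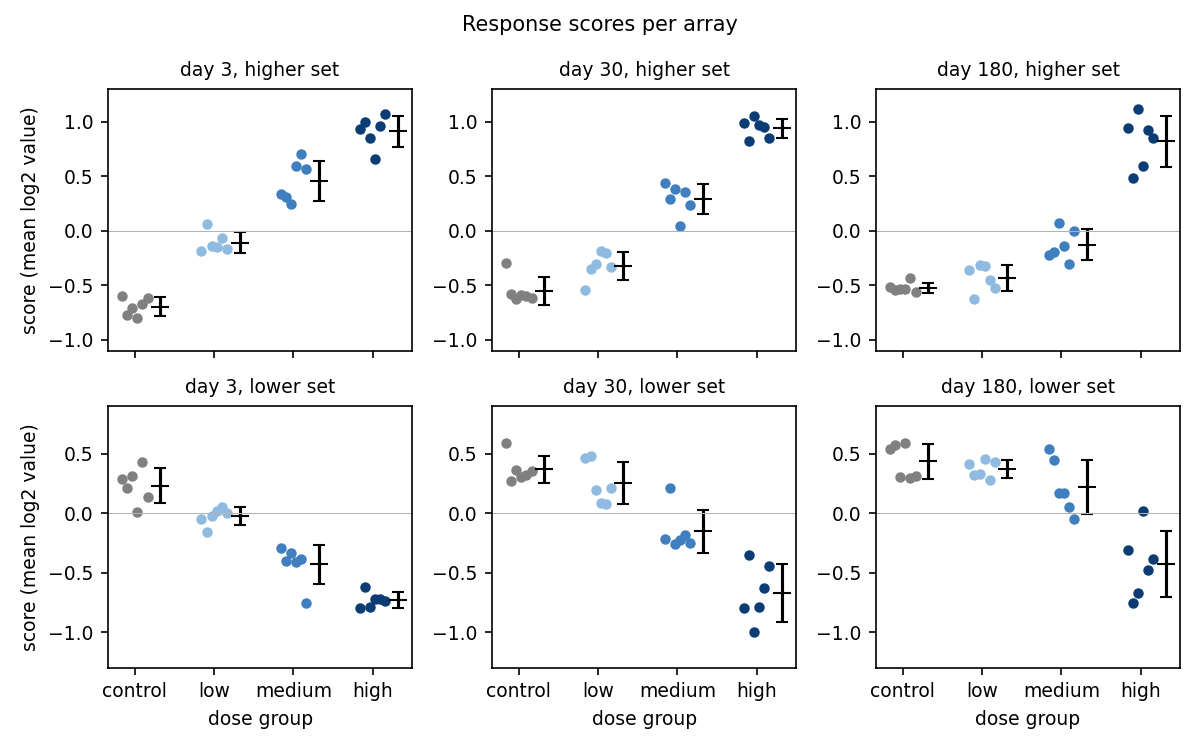
Response score per array (vertical axis, mean log2 value over the probe set) by dose group (horizontal axis) on days 3, 30 and 180, for probes called higher (top) or lower (bottom) at the high dose on another day; points are single arrays and bars the mean with SD of 6 arrays. In the higher set the high dose mean was 0.91 on day 3 and 0.82 on day 180, whereas the medium dose mean was 0.46 and -0.13.

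The higher-set response faded between days 3 and 180 at the medium and low doses. The high dose kept 83.4% of its day 3 difference (95% bootstrap interval 70.8 to 96.4), the medium dose 34.0% (24.1 to 45.5) and the low dose 15.0% (-1.91 to 31.2). The fall was 0.76 on the log2 scale at the medium and 0.50 at the low dose (permutation adjusted p = 4e-05 for both; their unadjusted p, 1e-05, is the smallest the permutations can give). At the high dose the change of -0.27 did not pass (permutation adjusted p = 0.057); it was 0.010 with 75th percentile centring and -0.27 with an adjusted p of 0.0465 when the probes were chosen on the arrays of day 30 alone. The medium and low doses were not tested against each other. The difference between high and medium dose widened from 0.45 on day 3 to 0.95 on day 180 (permutation adjusted p = 0.00941), and did so under every scaling tried. The low dose change did not pass with 75th percentile centring (permutation adjusted p = 0.156).

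Compared directly on day 3, 7 probes were higher and 4 lower at the high than at the medium dose. In simulated data 27.6% of planted log2 changes of 1 and 73.6% of those of 2 were called in this comparison. Changes of 1 lie at the fold threshold and are partly missed at any precision, so the count leaves many such differences out. On day 30, 54 were higher and 15 lower. On day 180, 510 were higher and 462 lower. The median over all probes was shifted by -0.14, and calls were made against 0 and not against that shift, which favours lower calls. Median centring gave 630 higher and 449 lower. Of the 140 control rows of the arrays, 63 had an unadjusted limma p under 0.05 in the day 180 comparison, although 0 were called. The counts of called probes moved with the scaling. Centring on the 75th percentile gave 1 higher and 4 lower probes on day 3, 20 and 6 on day 30 and 1081 and 329 on day 180, and quantile normalisation gave 0 and 1, 4 and 5, and 686 and 92. With the background as a covariate, 338 probes were higher and 161 lower on day 180, and with only the 2 groups fitted 164 and 11. The day 180 count of 972 was 541, 1529 and 572 without high dose replicates 2, 4 and 6.

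Controls of day 180 differed from controls of day 3 in 477 probes, 325 higher and 152 lower. The direction was not fixed by the data: median centring gave 208 higher and 179 lower, quantile normalisation 180 and 202, and 75th percentile centring 83 and 438, the last with a shift of -0.27 in the median over all probes. With only the 2 control groups fitted, 0 probes were called (6259 at an unadjusted limma p under 0.05). The count was 289 without replicate 3 of day 3, and 250, 306, 825, 267 and 887 without replicates 1, 2, 3, 4 and 5 of day 180. On these control arrays the E1A spike-in probes, RNA added in fixed amounts during labelling, had a mean of 0.15 ± 0.33 (SD, n = 6) on day 3 and -0.76 ± 1.18 on day 180, where single arrays ranged from -1.92 to 1.00, and the difference did not pass (exact permutation p = 0.0866). Over all 24 arrays of each day the means were 0.10 and -0.91.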

Values the study reported

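For P90, the study counted 32, 214 and 465 differentially expressed genes on day 3 at 5, 15 and 50 mg/m3. The corresponding counts were 7, 101 and 350 on day 30 and 2, 26 and 217 on day 180. The lists of all post-exposure days at 50 mg/m3 had 158 genes in common.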

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

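The scores and the tests that weigh explanations were chosen after the results they bear on had been seen, whereas the limma comparisons between groups and days were planned.

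The change of the higher-set score from day 3 to day 180 differed from that of controls by -0.76 at the medium and -0.50 at the low dose, and the high dose moved away from the medium dose by 0.50. A common loss of signal on day 180 arrays is argued against, because the medium dose kept 34.0% and the high dose 83.4% of the day 3 difference, with intervals that do not overlap. In the lower set the intervals overlap (2.48 to 66.1% at the medium and 65.4 to 118% at the high dose). The change between the doses there, -0.35, did not pass (permutation adjusted p = 0.057). It did pass with probes called on the arrays of the other day alone. Because the intervals of the lower set overlap, the argument rests on the higher set. The choice of probes at the high dose is also argued against, since probes called at the medium dose gave 0.80 (permutation adjusted p = 0.00152), as is the scaling, under which the smallest value was 0.59. A response that lasts longer after the high dose may account for the 0.50, as a hypothesis found and tested on the same arrays.

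On day 180 more probes were called between the high and medium dose (972) than between the high dose and controls (643). The excess lay in the lower calls (462 against 122), not in the higher ones (510 against 521). The order turned with the background as a covariate (499 against 686) and with only the compared groups fitted (175 against 309). It also turned without high dose replicate 2 (541 against 704) or 6 (572 against 655). Background level may account for the excess and for lower calls: only 137 of the 462 lower calls stayed called with it as a covariate. Of the lower calls 29.2% follow the background, against 5023 of the 45598 probes tested. Mean background was 0.57 in medium and -0.31 in high dose arrays. In this comparison 63 of the 140 control rows had an unadjusted limma p under 0.05. As the whole source of the higher calls the background is argued against, since 338 were called with it as a covariate, among them 307 of the 510. A larger response at the high than at the medium dose remains open for these higher calls, as the higher-set score differed by 0.95 between the doses (exact permutation p = 0.00216). Whether such a response is the source of the excess over controls cannot be decided by the scores. Their probes were chosen for a high dose difference from controls on day 30, which favours a larger difference from controls. The high dose score differed from controls by 1.34 in the higher set. In the lower set it differed by -0.87 from controls and by -0.65 from the medium dose.

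The 477 probes that differ between controls of day 180 and day 3 may reflect labelling or hybridisation, but the spike-in probes leave this open. On the control arrays they differed by -0.91 with wide overlap (exact permutation p = 0.0866), although over all 24 arrays of each day they differed by -1.01 (permutation p = 1e-05, the smallest possible). The direction stays open: 68.1% of the calls were higher, against 53.7% with median centring and 47.1% with quantile normalisation. With 75th percentile centring 15.9% were higher, which would turn the direction. That setting was set aside because it shifted the median over all probes by -0.27. The limit used, 0.1, was chosen after the results had been seen. Age of the rats cannot be told apart from the processing of the arrays, because no labels place arrays of both days in 1 run.

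In the lower set the medium dose difference from controls shrank by 0.45 from day 3 to day 180 (permutation adjusted p = 0.00984), which did not pass with 75th percentile centring (0.35, permutation adjusted p = 0.216). A single probe had a high dose response 1.27 higher on day 180 than on day 3 (limma adjusted p = 0.000968). The 1.8 false calls per run of the simulated data cannot weigh this call. Those runs also held planted changes, and calling these loosens the adjusted threshold. Of 100 splits of the same arrays, the real one included, 17 called at least 1 probe in this interaction.

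Single arrays stood apart from the other 5 of their group in 14 of 96 groups of values examined, where chance gives about 5%. The measure is the gap to the nearest array divided by the range. For the higher-set score it was 0.876 in day 30 controls, where replicate 1 lay at -0.30 and the next array at -0.58, and 0.665 in day 180 controls. For the lower-set score it was 0.759 in medium dose arrays of day 3, 0.707 in day 30 controls and 0.841 in medium dose arrays of day 30. For probe A_44_P1092129 it was 0.694 in day 3 controls, 0.691 in high dose arrays of day 30 and 0.656 in those of day 180. For A_44_P829197 it was 0.743 in day 3 controls, and for A_44_P1127404 it was 0.829 in medium dose arrays of day 180. For the background level it was 0.717 in day 3 controls, and 0.668, 0.770 and 0.672 in low, medium and high dose arrays of day 30.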

How the results depend on the processing

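Quantile normalisation had been planned as the main scaling and became an alternative after the value table was examined. The scores with their alternatives and both background settings were chosen after seeing the data, and the other settings were planned. Counts of the high dose on days 3 and 30 stayed within 1.5 times under every setting except the fold threshold. The cause of the changes below was not tested. Planned filters on dim probes, the choice of the brightest probe per gene, and the tests of gene lists and of the study's signature were not run, because the values are centred and no probe was paired with a gene.

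With adjusted p alone, counts for the high, medium and low dose were 4376, 1289 and 99 on day 3 and 4248, 512 and 8 on day 30, and 2003 for the high dose on day 180. With 75th percentile centring the low dose gave 23 on day 3, the medium dose 5 on day 180, and high against medium 5 on day 3 and 26 on day 30. Quantile normalisation gave 917 for the medium dose on day 3, 0 for the low dose on day 30, 0 for the medium dose on day 180, and 1 and 9 for high against medium on days 3 and 30. Array weights gave 739 and 82 for the medium and low dose on day 3, 357 and 8 on day 30, 2 for the medium dose on day 180, and 31 and 170 for high against medium on days 3 and 30. The background level as covariate gave 9 for the low dose on day 30, 499 for high against medium on day 180 and 742 for the controls. Fitting only the compared groups takes the spread from those groups alone, with fewer arrays. It gave 69 and 0 for the medium and low dose on day 30 and 309 and 0 for the high and medium dose on day 180. High against medium gave 0, 11 and 175 on days 3, 30 and 180. The same setting gave 0 for the high dose response at day 180 against day 3, 0 for the controls and 245 for probes called on all 3 days. High dose counts on days 3 and 30 fell less, to 1091 and 979. At an unadjusted limma p under 0.05 the high dose had 9073, 8643 and 3656 probes on days 3, 30 and 180, against 8586, 8695 and 6209 with all arrays. Whether the shared spread was too small for day 180 arrays was not tested.

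With the replicate number as a block within each day, counts stayed within 1.5 times: 1179, 481 and 47 for the high, medium and low dose on day 3, and 1274 for high against medium on day 180, where the split went from 510 higher and 462 lower to 518 and 756. Pairing by number was not taken as given, since 36 of 108 same-numbered pairs had residuals correlated above 0.1. Their mean correlation was 0.040, against -0.0076 for other numbers, and 22 of 72 arrays correlated best with their own number, where 12 are expected without pairing, so some pairing is not ruled out.

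Leaving out 1 array at a time gave 1091 to 1193, 374 to 493 and 34 to 47 for the high, medium and low dose on day 3, 984 to 1152, 146 to 237 and 2 to 8 on day 30, and 564 to 742, 5 to 24 and 0 to 1 on day 180. The low dose on day 30 gave 2 without control replicate 5 and 8 without low dose replicate 1, and the medium dose on day 180 gave 5 without control replicate 1 and 24 without medium dose replicate 3. High against medium gave 5 to 18 on day 3 (without medium dose replicate 1 and high dose replicate 3), 43 to 75 on day 30 (without medium dose replicates 2 and 1) and 541 to 1529 on day 180 (without high dose replicates 2 and 4). The controls gave 250 without replicate 1 and 887 without replicate 5 of day 180. Counts moved by over 1.5 times with 6 of the 12 arrays for the controls and for high against medium on day 3, and with 3 for high against medium on day 180. The high dose response gave 1 to 2 for day 180 against day 3 and 0 to 1 against day 30, and 400 to 452 probes were called on all 3 days.

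Of the scores, the medium dose higher set on day 180 lost its call with quantile normalisation (0.18) and 75th percentile centring (0.24), while its lower set gained one with quantile (-0.32), median (-0.34) and 75th percentile scaling (-0.56) and with probes called at the medium dose (-0.52). With 75th percentile centring the low dose lower set on day 30 turned to 0.055 and the high dose change of the higher set from day 3 to day 180 to 0.010, neither past the test, and the changes of the low dose higher set (-0.38) and medium dose lower set (0.35) lost their calls. With probes called on the arrays of the other day alone, changes from day 3 to day 180 passed for the high dose higher set (-0.27), the low dose lower set (0.20) and high against medium in the lower set (-0.41).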

Other observations

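The split tests below were specified after the counts they bear on had been seen.

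Random splits of the same arrays into groups of the same sizes were compared with the real ones, 100 per comparison with the real split included. Only 1 of the 100, the real one, reached the count for the high, medium and low dose on day 3 (1159, 475 and 44, against at most 411, 146 and 10 in other splits), for the 3 doses on day 30 (1069, 205 and 5, against 456, 99 and 2), for high against medium on days 3 and 30 (11 and 69, against 2 and 16) and for the controls (477 against 240), so this test excludes chance at a share under 0.05, not adjusted over the 16 comparisons. The 5, the 11 and the 477 of the controls fell to 0 with only the compared groups fitted. That fit has the same folds and takes the spread from the compared groups alone, with fewer arrays. Simulated data gave up to 8 false calls in a run for high against medium on day 3, but beside planted changes, so they do not measure the 11. All 5 probes of the low dose on day 30 were called higher at the high dose on day 3, on separate arrays, against 0.0958 expected of independent lists. For high against medium on day 180, 3 of the 100 reached 972, with a highest of 3490. For the high dose on day 180, 6 of the 100 reached 643, and for the medium dose 18 reached 9, with highest counts of 9694 and 1890, so the splits alone do not exclude chance for these counts. The overlaps with day 30, on separate arrays, lie far above those of independent lists: 432 of the 521 higher probes of the high dose were called higher then, against 9.05 expected, and 7 of the 9 of the medium dose were called higher at the high dose then, against 0.156. For the low dose on day 180, where 0 were called, all 100 did, with a highest of 8203. The interactions gave 100 of 100 for day 30 against day 3 (highest 663), 17 for day 180 against day 3 (highest 5303) and 100 for day 180 against day 30 (highest 1268).

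Splits of day 180 arrays that call several times the real count point to a structure among those arrays that the groups do not name. Over the arrays of all days, the first principal component of the variation within groups held 27.7% of its variance. It correlated at 0.946 in size with the background level. This was not computed for day 180 alone. The split of high dose and control arrays with 9694 calls parted the background level by 1.72, where the real split parted it by 0.41. The higher-set score of the high dose on day 180, from probes chosen on day 30, still lay above all controls in 6 of 6 arrays (exact permutation p = 0.00216).

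Counts here were 1159 and 475 probes at the high and medium dose on day 3, 1069 and 205 on day 30, and 643 at the high dose on day 180, with 432 on all 3 days. Those are higher than the gene counts quoted from the study above. Counts at the low dose on days 3 and 30 were 44 and 5. The first is higher and the second lower than the count quoted from the study above. These directions, and that of the medium dose on day 30, depended on the setting. With 75th percentile centring the low dose gave 23 on day 3 and 7 on day 30, array weights gave 8 and the background covariate 9 on day 30, and with only the compared groups fitted the medium dose gave 69 on day 30, none of which keeps its direction. Counts at the medium and low dose on day 180 were 9 and 0. Those are lower than the counts quoted from the study above.

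None of the 140 control rows of the arrays was called in any of the 16 comparisons. At an unadjusted limma p under 0.05 there were 63 for high against medium on day 180 and 21 for the controls of day 180 against day 3, and 10 or fewer in the others.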
